A study of Mus musculus with 3 samples. Its data were reported in "Neuronal activity rapidly reprograms dendritic translation via eIF4G2:uORF binding" (2024).

How the data were processed

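Ribosome profiling sequences the mRNA fragments that ribosomes protect from nuclease digestion. Here it was applied to primary cortical neurons from mouse, cultured cells taken from cortical tissue. The deposited data hold 3 libraries, 1 for each of 3 treatments. WT neurons received no drug. Chx neurons received cycloheximide, which arrests elongating ribosomes, for 2 min. Harr neurons received harringtonine, which holds ribosomes that have just initiated while those already elongating run on, for 2 min and then a pulse of cycloheximide. Per the labels, 3 dishes were pooled for each library, and the rinse and lysis buffers of all 3 libraries held cycloheximide at 100 μg per ml. Lysates were digested with micrococcal nuclease, monosomes were collected from sucrose gradients, and rRNA was depleted before library construction. Libraries were assigned to groups from the treatment recorded for each sample. The free-text sample descriptions name fractions of another experiment in the same study and were not used.

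The authors deposited 9 tables, 1 for each library and each of 3 regions (5′ UTR, CDS and 3′ UTR), in the format that the Plastid software writes. Each line holds 1 exon segment of 1 transcript. The deposited counts are whole, unnormalized numbers of reads per segment. The deposited coverage signal is that count divided by the length of the segment in nucleotides. The deposited RPKM is the count per kilobase of segment and per 1000000 reads of the library. Per the file headers, each read was counted at its 5′ end with an offset of 0, reads of 25 to 100 nucleotides were kept, and the alignments were to the mm10 mouse genome after removal of ribosomal reads and duplicates. The study's methods describe a different assignment, from the 3′ end of the read, for its own search for translated ORFs. Counting at the 5′ end places the footprint of a ribosome at the start codon in the 5′ UTR, so 5′ UTR counts here hold initiation at the annotated start codon as well as ribosomes farther upstream. The alignment described in the study's methods for the ORF search allowed reads with several alignments, and whether these tables come from that alignment is not stated.

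Counts were used for every computation, and RPKM was recomputed from counts for single genes. Transcript identifiers were joined to gene symbols with GENCODE M21, which uses the same genome build. Of 142446 identifiers, 99.1% matched with their version and 99.4% without it. Segments were summed per transcript and region. For each of 20823 genes that had a 5′ UTR, a CDS and a 3′ UTR, the longest transcript was used, following the study's methods. Transcripts without a CDS entered no comparison of the report. The 13 mitochondrially encoded genes were taken from the CDS tables.

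There is 1 library per treatment. No difference between treatments therefore has a replicate check, and no p-value is given. Shares carry Wilson 95% intervals. The intervals and the floor of 3 counts cover counting error only, since amplified reads need not be independent molecules. Folds given with a low count set to 3 are not 95% bounds. The header totals were 35722483 reads for Chx, 9754412 for Harr and 30219197 for WT. At these depths 3 counts correspond to 0.0840 reads per 1000000 in Chx, 0.308 in Harr and 0.0993 in WT. The Harr library was the shallowest, so that its low counts are the least precise.

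The per-gene change of the 5′ UTR:CDS ratio was the log2 odds ratio of 5′ UTR against CDS reads between 2 libraries, with 0.5 added to each count. Its median was taken over genes with at least 10 reads in each region in the 2 libraries together, with a distribution-free 95% interval of the median that describes genes and not replicates. A gene was counted as changed when it had at least 10 5′ UTR reads in the 2 libraries together, a log2 odds ratio of at least 1 in size and a 95% counting interval that excluded 0. Counts expected from sampling alone came from 20 binomial draws. The CDS ratio was the log2 ratio of CDS reads per 1000000 CDS reads, over genes with at least 100 CDS reads in the 3 libraries. Its relation to CDS length was summarised by Spearman's rho across genes and by medians in 5 length classes. Random lists, 10000 for each test, were matched to a gene list on read number in 20 classes. Intervals of rho were from 200 resamples of genes, and those of positional ratios from 1000. For positions along the CDS, exon segments of at most 600 nucleotides were placed by the distance of their midpoint from the start codon, since the tables give no positions within a segment, and the far CDS was the part from 2100 to 6000 nucleotides.

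The genes named were fixed by rule before the data were examined: the lists of uORF genes that the study names (23 genes), textbook uORF genes (10), markers of cell types, mitochondrially encoded genes and 8 immediate early genes; for each pair of libraries the 3 genes with the highest and the 3 with the lowest CDS ratio among those with at least 200 CDS reads in the pair; and the 5 highest and 5 lowest 5′ UTR:CDS changes among changed genes with at least 50 reads in each region. Of the genes this rule gives, 1 is not reported here. The tests, groups and most alternatives were also fixed before the data were examined. The separate measurement of upstream exons, of the segments that end at the start codon and of the position along the CDS, with their length settings and alternatives, was chosen after the data were seen. Genes that fall outside the rule (Actb, mt-Rnr2, Gm10076 and its copy Rpl41) were chosen after their values were seen. Sequence shared between named genes and others was measured as the percentage of 25-nucleotide words of a transcript found in GENCODE M21 transcripts of another gene.

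The alternatives were another transcript per gene (that with the most reads), only genes whose UTRs overlap no CDS, leaving out the 50 most read genes, higher minimum counts, a pseudocount of 5, 5′ UTRs of at least 100 nucleotides, median-of-ratios size factors, no minimum count, and other references for the mitochondrially encoded genes. The computations were tested on simulated data. With 200 genes changed by a log2 odds ratio of 2 in size among 9374 genes at the real depths, 99.5% of the 200 were recovered, none in the wrong direction, and 2.17% of 9174 unchanged genes were called before any comparison with sampling. The 200 were drawn from genes with higher expected counts than the rule requires. Their recovery therefore does not cover genes near the minimum of 10 5′ UTR reads. Without a built-in relation to length, rho was 0.0086 over 11452 genes. Of 200 random lists with no effect, 5.5% fell outside the 2.5th to 97.5th percentile. A boundary built in at 1200 nucleotides was found at 1204 in 400 genes. It was built in by segment midpoints, so the error from reads spread within a segment was not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.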

Results

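To locate translated regions in the mRNAs of primary cortical neurons, ribosome footprints were compared between untreated neurons (WT), neurons treated with cycloheximide (Chx) and neurons treated with harringtonine (Harr). Each treatment has 1 library, made from 3 pooled dishes, so none of the differences below has a replicate check and all describe these libraries. The libraries held 35722483 (Chx), 9754412 (Harr) and 30219197 (WT) aligned reads. On the longest transcript of 20823 genes, 22561355 (Chx), 6052246 (Harr) and 18185658 (WT) reads fell into the 5′ UTR, CDS or 3′ UTR, which is 63.2%, 62.0% and 60.2% of the respective totals. At least 10 CDS reads were found for 13118 genes in Chx, 11243 in Harr and 12980 in WT.

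The first question was how far each treatment placed footprints outside the annotated CDS. The 5′ UTR held 8.71% of the reads in Chx (Wilson 95% interval 8.69 to 8.72), 33.5% in Harr (33.5 to 33.6) and 6.14% in WT (6.13 to 6.15). The CDS share was 89.6% in Chx, 62.4% in Harr and 91.7% in WT. The 3′ UTR, a region without annotated translation that serves as background, held 1.71% in Chx (1.70 to 1.71), 4.10% in Harr (4.09 to 4.12) and 2.18% in WT (2.17 to 2.19). Each of these differences exceeded counting error. The 5′ UTR share in Harr moved most when the 50 most read genes were left out, to 35.3%. The 3′ UTR share depended more on the genes used: with only genes whose UTRs overlap no CDS, it was 0.602% in Chx, 3.17% in Harr and 1.02% in WT.

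**Figure D1:**
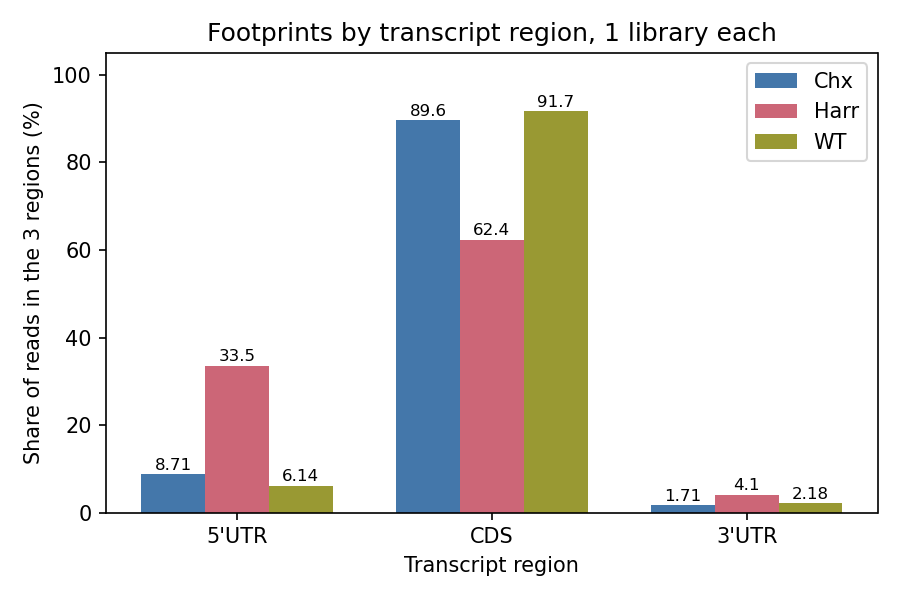
Bars give the percentage of reads in the 5′ UTR, CDS and 3′ UTR (horizontal axis) of the longest transcript per gene for the Chx, Harr and WT libraries, 1 library each. The 5′ UTR bar is 33.5% in Harr against 8.71% in Chx and 6.14% in WT.

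Per nucleotide, the 5′ UTR had 0.608 times the density of the CDS in Chx (counting interval 0.607 to 0.609), 3.36 times in Harr (3.36 to 3.37) and 0.419 times in WT (0.418 to 0.419). Using the transcript with the most reads moved these ratios most, to 0.682, 3.78 and 0.470. The 3′ UTR had 2.00% of the CDS density in Chx, 6.92% in Harr and 2.5% in WT. The 5′ UTR was thus 30.3 times as dense as the 3′ UTR in Chx, 48.6 times in Harr and 16.8 times in WT. The order of Harr and Chx depended on the genes used, as seen in 5′ UTR exons upstream of the start exon. These exons were 20.5 (Chx), 32.4 (Harr) and 12.7 (WT) times as dense as the 3′ UTR. With only genes whose UTRs overlap no CDS, the values were 85.4, 45.3 and 33.7.

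Within genes, the 5′ UTR:CDS ratio was higher in Harr than in Chx by a median log2 odds ratio of 2.46 (95% interval of the median 2.43 to 2.49, 10723 genes), and higher than in WT by 3.23 (3.21 to 3.26, 10314 genes). It was higher in Chx than in WT by 0.67 (0.65 to 0.69, 10430 genes). The ratio was above 0 on the log2 scale in 98.6%, 99.0% and 80.7% of these genes, respectively. The alternative that moved the medians most was a pseudocount of 5, with 2.35, 2.96 and 0.55. The 3′ UTR:CDS ratio rose within genes as well, by a median of 3.76 between Harr and Chx (3.69 to 3.83, 5217 genes) and 2.59 between Harr and WT (2.53 to 2.63, 5798 genes). Between Chx and WT it was lower in Chx, at −0.93 (−0.97 to −0.88, 4592 genes). With only genes whose UTRs overlap no CDS, these values were 4.20, 2.81 and −1.18. The rise between Harr and Chx was thus not specific to the 5′ UTR.

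**Figure D2:**
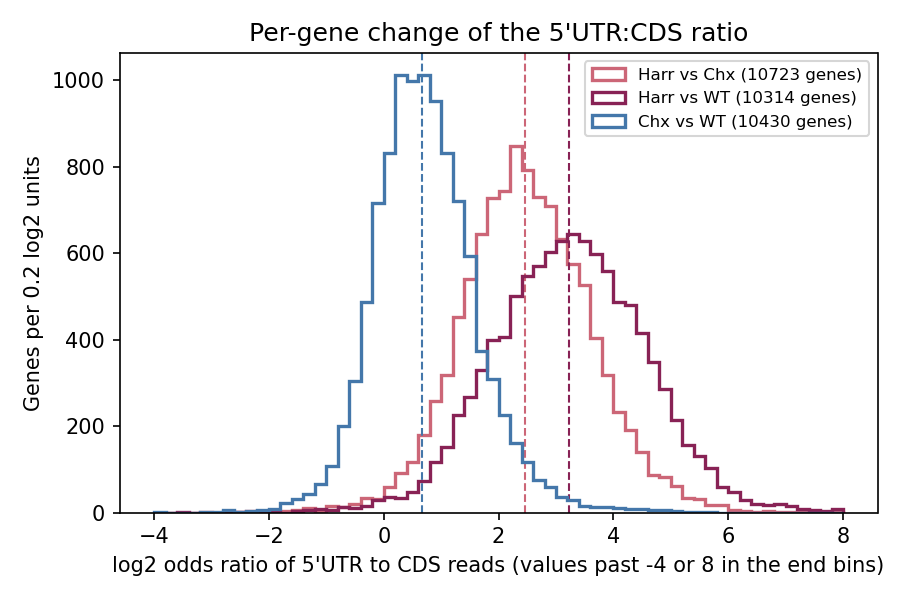
Histograms give the number of genes (vertical axis) by the log2 odds ratio of 5′ UTR to CDS reads (horizontal axis) for the 3 pairs of libraries, with dashed lines at the medians. The medians are 2.46 for Harr against Chx, 3.23 for Harr against WT and 0.67 for Chx against WT.

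Changes beyond counting error followed the same order. Between Harr and Chx, 9591 of 10806 genes had a higher 5′ UTR:CDS ratio in Harr and 13 a lower one, where sampling alone gave 124.5 and 51.4. Between Harr and WT, 9731 of 10384 genes were higher in Harr and 14 lower, against 118.1 and 51.2 from sampling. Between Chx and WT, 3167 of 10483 genes were higher in Chx and 114 lower, against 62.1 and 70.8 from sampling. The lower counts in both comparisons with Harr lay under the sampling expectation. The draws gave each gene the same 5′ UTR share in both libraries, so a rise across most genes lowers these counts by itself. This comparison therefore cannot tell whether the genes lower in Harr differ beyond sampling. Of the genes lower in Harr, 10 of the 13 and 13 of the 14 had a 5′ UTR that overlaps a CDS on the same strand.

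The highest 5′ UTR:CDS change between Harr and Chx was in Nop56 (ENSMUST00000103198.10), whose 44-nucleotide 5′ UTR lies on chromosome 2 at 130274430 to 130274473 (mm10, plus strand). It held 254 reads in Harr and 1 in Chx, with 212 and 1998 CDS reads. The log2 odds ratio was 10.6 ± 1.19, and the ratio was 798-fold higher in Harr with the count of 1 set to 3. Against WT, which also had 1 read there, the log2 odds ratio was 10.1 ± 1.19, or 534-fold with that count set to 3. Other genes with high values between Harr and Chx were Sparc (log2 odds ratio 6.82 ± 0.45, standard error from counts), Uqcrb (6.76 ± 0.25) and Psma4 (6.30 ± 0.18). Uqcrb shared 57.3% of its 25-nucleotide words with other genes, Psma4 44.6% and Nop56 38.4%, so that their counts are uncertain. The 5′ UTR of Sparc overlaps a CDS. Against WT, Rhbdd2 (8.04 ± 0.80), Gm10053 (7.76 ± 0.25), Cycs (7.50 ± 0.42) and Ndufb9 (7.31 ± 0.15) followed Nop56. Gm10053 shared 97.3% of its words with Cycs, so their reads are uncertain, and Ndufb9 shared 26.5% with other genes.

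The lowest changes were in Gm44790 and Srsf7. Srsf7 was at −2.52 ± 0.24 against Chx and −2.60 ± 0.24 against WT. Gm44790, with 1 5′ UTR read in Harr, was at −3.19 ± 1.21 and −3.43 ± 1.21. With this count set to 3, Gm44790 was 4.51-fold lower than in Chx and 5.30-fold lower than in WT. Qser1 (−1.79), Dnmt1 (−1.70) and Lsm14b (−1.52) followed against Chx, and Ephb3 (−2.13), Dnmt1 (−1.92) and Klhl18 (−1.51) against WT. The 5′ UTR of each of these genes overlaps a CDS, and Gm44790 shared 97.3% of its words with other genes. With the transcript that had the most reads, Srsf7, Dnmt1 and Lsm14b were higher in Harr than in Chx, and Srsf7, Ephb3, Dnmt1 and Klhl18 higher than in WT.

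Between Chx and WT the extremes rested on few reads. Dip2a had 73 5′ UTR reads in Chx and 1 in WT, with a log2 odds ratio of 5.08 ± 1.19. Ngly1 was at 4.42 ± 0.94, Eif4enif1 at 4.40 ± 0.93 and Pofut2 at 4.23 ± 1.20. With WT counts of 1 or 2 set to 3, these genes were 16.8-fold, 17.7-fold, 17.5-fold and 9.28-fold higher in Chx, in this order. Rab11fip5, with 192 reads in Chx and 7 in WT, had a log2 odds ratio of 4.38 ± 0.54. On the other side Gm38393 had 2 reads in Chx and 69 in WT, a log2 odds ratio of −4.43 ± 0.93. It was 17.8-fold lower in Chx with the count of 2 set to 3. Abhd6 (−2.68 ± 0.52), Rps27 (−2.38 ± 0.41), Ruvbl2 (−2.02 ± 0.41) and Zcchc2 (−1.97 ± 0.44) followed. Rps27 shared 68.4% of its words with other genes and its 5′ UTR overlaps a CDS, Gm38393 shared 27.9% and Abhd6 13.9%. With the transcript that had the most reads, Ruvbl2 was at −0.85.

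Because reads were counted at their 5′ ends, parts of the 5′ UTR were also measured separately, a choice made after the data were seen. Where an exon boundary leaves only a short piece of 5′ UTR before the start codon, the median density of that piece in Harr, relative to the CDS, depended on its length. It was 1.05 for 1 to 3 nucleotides (95% interval of the median 0 to 5.21, 196 genes), 7.13 for 4 to 6 (3.89 to 10.9, 201 genes) and 20.5 for 7 to 10 (16.9 to 26.7, 346 genes). It was 18.9 for 11 to 14 (14.9 to 22.8, 296 genes), 16.6 for 15 to 20 (12.6 to 19.1, 456 genes) and 10.7 for 21 to 30 (9.50 to 12.2, 699 genes). In Chx and WT the highest of the 6 medians were 3.17 and 2.08, also at 7 to 10 nucleotides. Exons farther upstream had a median of 1.93 in Harr (1.81 to 2.09), 0.370 in Chx and 0.205 in WT over 1960 genes chosen by the same read minimum. Summed over 4366 genes with exons upstream of a start exon that holds at least 30 nucleotides of 5′ UTR, these exons had 2.1 times the CDS density in Harr, 0.497 times in Chx and 0.362 times in WT. Upstream exon reads rose against CDS reads by a log2 ratio of 2.08 from Chx to Harr (2.07 to 2.08) and by 2.53 from WT to Harr (2.52 to 2.54). Against the 3′ UTR reads of the same genes the changes were 0.66 (0.64 to 0.67) and 1.34 (1.32 to 1.36). With only the 3553 genes whose UTRs overlap no CDS, they were −0.91 (−0.95 to −0.88) and 0.43 (0.40 to 0.46), so that the direction for Harr against Chx depended on this filter.

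The next comparison asked whether CDS levels changed with CDS length, as run-on of elongating ribosomes would depend on it. Across 11459 genes, which are not independent replicates, the log2 CDS ratio of Harr to Chx rose with CDS length with a Spearman rho of 0.59 (0.57 to 0.60). It was 0.61 (0.60 to 0.63) for Harr against WT and 0.16 (0.14 to 0.17) for Chx against WT. With at least 1000 CDS reads per gene, the setting that moved rho most, the values were 0.71, 0.75 and 0.24. The median log2 ratio of Harr to Chx was −0.68 for CDSs under 600 nucleotides, −0.54 from 600 to 1200, −0.07 from 1200 to 2000, 0.36 from 2000 to 4000 and 0.66 over 4000. For Chx against WT the same medians ran from −0.08 to 0.09.

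**Figure D3:**
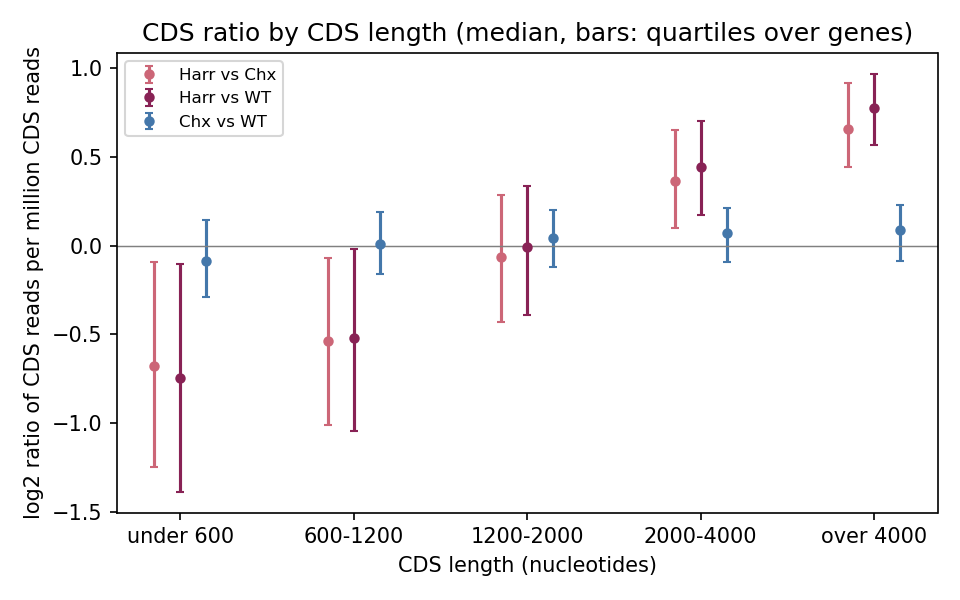
Points give the median log2 ratio of CDS reads per 1000000 CDS reads (vertical axis) in 5 classes of CDS length in nucleotides (horizontal axis), with bars from the lower to the upper quartile of genes. For Harr against Chx the medians rise from −0.68 under 600 nucleotides to 0.66 over 4000, while for Chx against WT they stay between −0.08 and 0.09.

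Position along the CDS was examined in 400 genes with a CDS of at least 6000 nucleotides, again a choice made after the data were seen. The read ratio of Harr to Chx at 300 to 600 nucleotides from the start codon was 0.339 times the ratio at 2100 to 6000 nucleotides (0.201 to 0.507 over resampled genes). For Harr against WT it was 0.298 (0.189 to 0.424), and for Chx against WT 0.880 (0.799 to 0.964). The ratio passed half-way between its value at 300 to 600 nucleotides and that of the far part at 1207 nucleotides for Harr against Chx (1081 to 1366) and at 1240 for Harr against WT (1163 to 1337).

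**Figure D4:**
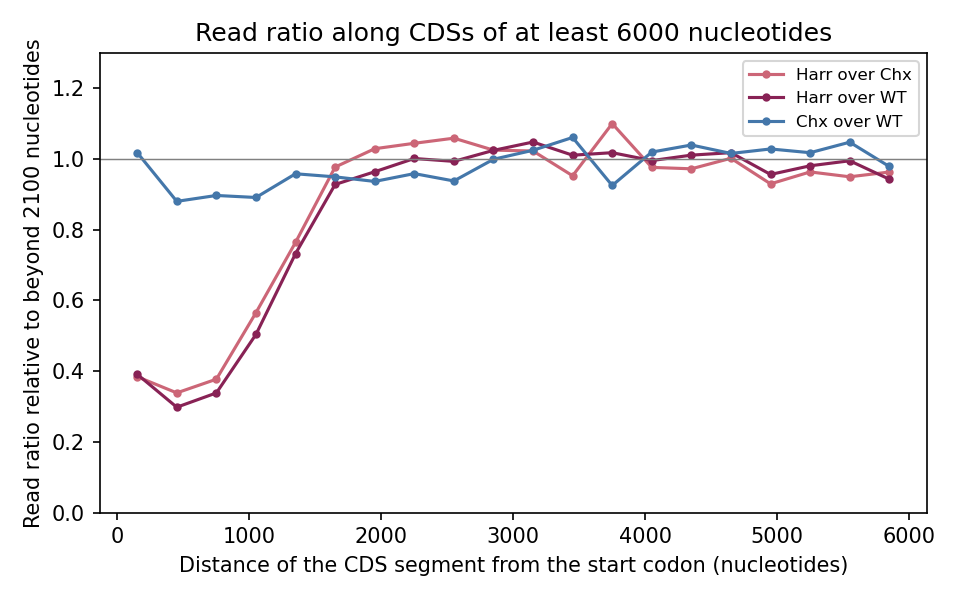
Lines give the read ratio of 2 libraries in windows of 300 nucleotides, divided by the ratio at 2100 to 6000 nucleotides (vertical axis), against the distance of exon segments from the start codon in nucleotides (horizontal axis) for CDSs of at least 6000 nucleotides. Harr against Chx starts at 0.384, has its lowest value of 0.339 at 300 to 600 nucleotides and reaches 0.977 at 1500 to 1800, while Chx against WT stays between 0.880 and 1.06.

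CDS levels were compared between libraries over the same 11459 genes. Pearson's r of log2 levels across genes was 0.990 (0.990 to 0.991) for Chx and WT, 0.924 (0.922 to 0.927) for Harr and Chx, and 0.916 (0.913 to 0.918) for Harr and WT. The standard deviation of the log2 ratio was 0.27, 0.78 and 0.82, where sampling alone gave 0.13, 0.21 and 0.22. All pairs of libraries thus differed beyond counting error. Without a minimum count, the setting that moved these most, the standard deviations were 0.72, 1.09 and 1.1.

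Among single CDSs, Serpinh1 (ENSMUST00000169437.8, CDS on chromosome 7 between 99346120 and 99349421) had 19 CDS reads in Harr, 1156 in Chx and 861 in WT, a log2 ratio of −3.47 ± 0.33 to Chx and −3.32 ± 0.33 to WT. Faim (−3.13 ± 0.53) and Rpl23a (−3.07 ± 0.69) were the next lowest against Chx, and BC048507 (−3.53 ± 0.50) and Id3 (−3.31 ± 0.69) joined Serpinh1 against WT. Spcs1 was higher in Harr, with 1753 CDS reads against 1421 in Chx and 1094 in WT (2.72 ± 0.05 and 2.82 ± 0.06), as were Plvap (2.66 ± 0.19 against Chx), Tymp (2.35 ± 0.15 against Chx and 2.86 ± 0.17 against WT) and Tbca (2.84 ± 0.13 against WT). Rpl23a shared 83.4% of its words with other genes, Tymp 41.4%, Tbca 32.5% and Faim 11.1%. With the transcript that had the most reads, Spcs1 was at 2.49 and 2.43. Between Chx and WT, Atp1a4 (1.46 ± 0.11), Metrn (1.35 ± 0.17) and Srp19 (1.34 ± 0.20) were highest in Chx, and Selenow (−1.44 ± 0.06), Scrg1 (−1.38 ± 0.19) and Mt1 (−1.37 ± 0.21) lowest. With the transcript that had the most reads, Srp19 was at 0.24 and Mt1 at −0.58.

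Mitochondrial ribosomes are targets of neither drug, so the 13 mitochondrially encoded CDSs were used as an internal reference. They held 21421 reads in Chx, 10428 in Harr and 18534 in WT, which is 0.0600%, 0.107% and 0.0613% of all reads. Relative to all other CDS reads they were higher in Harr than in Chx by 1.38 on the log2 scale (counting interval 1.35 to 1.42) and than in WT by 1.31 (1.28 to 1.35), with all 13 genes higher in both cases. With CDSs under 1200 nucleotides as the reference the values were 2.08 and 2.08. Between Chx and WT the change was −0.07 (−0.10 to −0.04). Relative to the mitochondrially encoded reads, 5′ UTR reads in Harr were 2.12 times those in Chx, CDS reads 0.384 times and 3′ UTR reads 1.32 times. Several of these genes share sequence with nuclear copies, up to 100% of words for mt-Co2.

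The study named 23 genes with uORFs, short reading frames upstream of the CDS, which it called on these libraries, so that the list is not independent evidence. All 23 had a 5′ UTR:CDS ratio above that of Chx in Harr, Spink10 by only 0.07 ± 1.13, with a median log2 odds ratio of 2.22 (1.72 to 2.35). This lay at percentile 25.4 of random lists matched on read number, whose median was 2.38. Against WT the median was 2.43 (1.79 to 2.73, 22 of 23 genes higher), at percentile 2.21, and between Chx and WT it was 0.20 (−0.28 to 0.48), at percentile 2.32. With a pseudocount of 5, the percentile was 5.55 for Harr against WT and 4.10 for Chx against WT. With only genes whose UTRs overlap no CDS, it was 3.45 and 4.86. With the 2 genes that had at most 3 CDS reads in Harr, Efcab1 and Spink10, set to 3 such reads and no pseudocount added, the first pair of medians was 2.24 and 2.47. Gria2 (ENSMUST00000075316.9) had the most reads of the list. Its 451-nucleotide 5′ UTR on chromosome 3 (80802385 to 80802835, minus strand) held 1884 reads in Chx, 2342 in Harr and 1146 in WT, with 9334, 2400 and 7512 reads in the CDS. The log2 odds ratio was 2.27 ± 0.06 for Harr against Chx, 2.68 ± 0.06 for Harr against WT and 0.40 ± 0.06 for Chx against WT.

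For 10 textbook uORF genes the median was 1.69 between Harr and Chx (1.13 to 2.00), at percentile 1.32 of matched random lists, whose median was 2.5. It was 1.80 between Harr and WT, at percentile 0.07, with 9 of the 10 genes higher, and 0.14 between Chx and WT, at percentile 2.05. The last was at percentile 11.8 with only genes whose UTRs overlap no CDS. The ratio of 5′ UTR to CDS reads of Atf4 (5′ UTR on chromosome 15, 80255184 to 80256298) was 0.768 in Chx, 1.86 in Harr and 0.531 in WT, with a log2 odds ratio of 1.27 ± 0.08 between Harr and Chx. For Atf5 the ratios were 2.23, 5.89 and 1.36. Slc35a4 was the exception, with ratios of 2.53, 2.77 and 5.33, a log2 odds ratio of 0.11 ± 0.38 between Harr and Chx and −0.96 ± 0.39 between Harr and WT. Amd1 shared 93.8% of its words with other genes and is uncertain, and Slc35a4 shared 22.0%. In the study's list, Cmc4 shared 52.6%, Immp1l 40.9%, Ikzf5 22.4% and Katnbl1 18.8%.

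Markers of cell types described the cultures. The 8 neuronal markers held 4378 reads per 1000000 in Chx, 4259 in Harr and 4413 in WT, with Map2 at 378, 529 and 407 RPKM and Tubb3 at 661, 200 and 612 RPKM. The 4 astrocyte markers held 195, 78.8 and 213 reads per 1000000, mostly from Slc1a3 and Aldh1l1. The 4 microglial markers held 2.80, 1.44 and 2.68, and the 4 oligodendrocyte markers 6.52, 2.15 and 5.72, of which Mbp gave most. CDS levels in Harr changed with CDS length, as shown above. Map2 and Grin1, with the longest CDSs of the neuronal markers (5487 and 2880 nucleotides), had higher RPKM in Harr than in Chx and WT. The other neuronal markers had lower RPKM in Harr. The lower sums of the other cell types in Harr therefore cannot be read as a different cell composition. Mog and Mobp had 0 reads in all 3 libraries, P2ry12 had 0 in Chx and Harr and 4 in WT, and Cx3cr1 had 0 in Harr only. A count of 0 allows up to 0.0840 reads per 1000000 in Chx, 0.308 in Harr and 0.0993 in WT.

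Of 8 immediate early genes, all 8 had a higher CDS level in Chx than in WT, 7 of them beyond counting error, with a median log2 ratio of 0.65 and a range from 0.07 (Ier2) to 1.05 (Arc). Fos had 12450 CDS reads in Chx, 2349 in Harr and 7175 in WT, a log2 ratio of 0.52 ± 0.02 between Chx and WT. Between Harr and WT, 7 of the 8 were higher, 6 of them beyond counting error, with a median of 0.99, and Ier2 was lower at −0.49 ± 0.15. Between Harr and Chx, 5 of the 8 were higher, 4 of them beyond counting error, with a median of 0.20. With median-of-ratios size factors, 8 and 7 genes were again higher than in WT.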

Values the study reported

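The study reported 946 translated uORFs in primary cortical neurons from its ORF-RATER search on these libraries. It reported that 78% of them began with an ATG start codon.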

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

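All tests in this part were chosen only after the result was seen. Both items come from transcripts without a CDS, which entered no comparison of the report, and were picked out because their share of reads was above that in untreated neurons.

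Reads on the mitochondrial large rRNA gene mt-Rnr2 made up 0.400% of all reads in Chx (0.398 to 0.402), 0.527% in Harr (0.523 to 0.532) and 0.326% in WT (0.324 to 0.328). For Harr, a smaller number of cytosolic footprints in the same number of reads is a candidate explanation. Against the mitochondrially encoded CDS reads, mt-Rnr2 changed by −0.11 on the log2 scale from WT to Harr (−0.14 to −0.07), which is beyond counting error but inside the window of 0.25 set for the test. For Chx the same account is argued against, as mt-Rnr2 rose by 0.33 (0.30 to 0.36) against those reads, beyond that window. A difference in rRNA depletion or in recovered fragments between the libraries stays open and could also act in Harr, since it was not measured. No biological explanation was tested.

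Reads on 6090 lncRNA genes whose span overlaps no protein-coding transcript made up 0.124% of all reads in Chx (0.123 to 0.126), 0.265% in Harr (0.262 to 0.269) and 0.112% in WT (0.110 to 0.113). From WT to Harr they rose by 0.45 on the log2 scale against mitochondrially encoded CDS reads (0.41 to 0.49), which is beyond the same window of 0.25 and argues against fewer cytosolic footprints as the whole cause. The 1 gene Gm10076, with 5945 reads in Chx, 5138 in Harr and 1387 in WT, shared 85.8% of its 25-nucleotide words with the ribosomal protein gene Rpl41, so its reads may belong to a coding mRNA. Without it the share was 0.213% in Harr and 0.107% in WT, and the change against mitochondrially encoded reads was 0.19 (0.15 to 0.23). This is beyond counting error but inside that window, as for mt-Rnr2, so for the other lncRNA genes fewer cytosolic footprints is a candidate explanation as well. From WT to Chx the lncRNA share rose by 0.16 on the log2 scale (0.14 to 0.18). Without Gm10076 it changed by 0.011 (−0.011 to 0.032), so the other genes as a sum did not rise beyond counting error. Genes among them moved in both directions and partly cancel in this sum, so a rise of some of them is not excluded. Fewer cytosolic footprints are argued against for Chx, since the share of mitochondrially encoded CDS reads, which would then have risen, changed by −0.033 (−0.061 to −0.0041). Initiating ribosomes on reading frames of lncRNAs, a biological explanation that the harringtonine treatment gives, were not tested.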

How the results depend on the processing

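All directions of the 5′ UTR share, the 5′ UTR density and the median 5′ UTR:CDS change between libraries were kept under every alternative run. Of the alternative values of the main results set before the data were examined, 74 stayed within their intervals, or within 1.5 times for counts of genes, and 61 moved beyond. The 74 include values that an alternative could not move, such as those with median-of-ratios size factors. They also include values left identical by the other transcript, such as the astrocyte markers and the medians of the textbook list. The tally is therefore not a measure of stability. The depth makes the intervals narrow, so that small moves count. The cause was not tested unless stated.

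With the transcript that had the most reads, the 5′ UTR share was 9.05% (Chx), 34.6% (Harr) and 6.39% (WT), the 3′ UTR share 1.68% (Chx) and 4.00% (Harr), and the 5′ UTR density 0.682, 3.78 and 0.470 times that of the CDS. Neuronal markers held 4450, 4305 and 4502 reads per 1000000, and 5 genes had a lower 5′ UTR:CDS ratio in Harr than in WT. The genes Srsf7 (3.57), Dnmt1 (2.35) and Lsm14b (2.70) then rose from Chx to Harr, and Srsf7 (5.61), Ephb3 (2.63), Dnmt1 (2.29) and Klhl18 (1.95) from WT to Harr, reversing their direction. Their main transcripts have a 5′ UTR that overlaps a CDS.

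With only genes whose UTRs overlap no CDS, the 5′ UTR share was 8.51%, 34.2% and 5.86%, the 3′ UTR share 0.602%, 3.17% and 1.02%, and the 5′ UTR density 0.612, 3.56 and 0.412, in Chx, Harr and WT. The median 5′ UTR:CDS change was 3.28 for Harr against WT and 0.69 for Chx against WT, and 3 genes (against Chx) and 1 gene (against WT) had a lower ratio in Harr. Fewer genes were counted by construction. Without the 50 most read genes, the 5′ UTR share was 9.41%, 35.3% and 6.63%, the 3′ UTR share 1.74%, 4.29% and 2.26%, and the 5′ UTR density 0.662, 3.65 and 0.455.

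For the median 5′ UTR:CDS change (Harr against Chx, Harr against WT, Chx against WT), a pseudocount of 5 gave 2.35, 2.96 and 0.55, at least 50 reads in each region 2.51, 3.27 and 0.64, and 5′ UTRs of at least 100 nucleotides 2.43, 3.14 and 0.63. Without the threshold on the size of the log2 odds ratio, 30 genes were lower in Harr than in Chx and 24 lower than in WT, and between Chx and WT 5172 were higher and 471 lower. With at least 50 5′ UTR reads, 52 were lower in Chx than in WT.

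The length trend of Harr against Chx was 0.57 with a pseudocount of 5. With at least 1000 CDS reads the trends were 0.71, 0.75 and 0.24. Without a minimum count, Pearson's r was 0.957, 0.955 and 0.981 and the standard deviation of the log2 ratio 1.09, 1.1 and 0.72, in the same order of pairs. Median-of-ratios size factors apply 1 factor per library and cannot move either measure, so they say nothing about its stability. With CDSs under 1200 nucleotides as reference, the mitochondrially encoded genes were at 2.08, 2.08 and −0.0029, so the small difference between Chx and WT was gone under that reference.

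Medians of the uORF lists stayed within their intervals in all alternatives. For the study's list, their percentiles moved from 1.45 to 5.55 in Harr against WT and from 2.17 to 4.86 in Chx against WT. For the textbook list in Chx against WT they moved from 1.74 to 11.8, so that these placements depend on the setting. For the textbook list in Harr against WT they stayed between 0.03 and 0.17.

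Among measurements chosen after the data were seen, upstream 5′ UTR exons against CDS moved in 11 of 12 alternatives. The values for Harr against Chx, Harr against WT and Chx against WT were 2.09, 2.56 and 0.47 with the transcript that had the most reads, 2.22, 2.74 and 0.51 without overlap with a CDS, and 2.04, 2.42 and 0.38 at 100 nucleotides or more from the start codon. Without the 50 most read genes they were 2.1 for Harr against Chx and 2.55 for Harr against WT. Against the 3′ UTR, the same exons were at 0.56, 1.31 and 0.75 with the transcript that had the most reads. Without overlap with a CDS they were at −0.91, 0.43 and 1.34, which reversed Harr against Chx, and without the 50 most read genes Harr against Chx was 0.68. The median 3′ UTR:CDS change kept its direction in each alternative, with 4.20, 2.81 and −1.18 without overlap with a CDS, 3.30, 2.43 and −0.76 with a pseudocount of 5, and 3.02, 2.38 and −0.58 with at least 50 reads in each region. The ratio at 300 to 600 nucleotides and the half-way distance kept within their intervals, the latter from 1089 to 1207 nucleotides for Harr against Chx.

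Of the alternative values of single named genes, 84 stayed within counting error, 5 moved and 7 reversed. The 84 include values left identical by the other transcript, such as those of Nop56, which say nothing about stability. The 3.66-fold greater depth of Chx over Harr limits single genes in Harr most, and with 1 library per treatment no alternative addresses the difference between dishes. No paired analysis was possible because each treatment has 1 library.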

Other observations

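The 5′ UTR shares without genes whose UTRs overlap a CDS, and without the 50 most read genes, were alternatives set before the data were examined. Also chosen before the result was seen were the thinning of Chx and the relation of the CDS beyond 2100 nucleotides to length. The same holds for the textbook uORF lists matched on the WT ratio (Harr against Chx). The other tests of this part were chosen only after the result was seen.

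Several technical accounts of the higher 5′ UTR share in Harr than in Chx were tested. Fragments of RNA spread along whole transcripts would give the 5′ and 3′ UTR about the same density, but the 5′ UTR was 48.6 times as dense in Harr. Without genes whose UTRs overlap a CDS the Harr share was 34.2%, against 8.51% in Chx, and without the 50 most read genes it was 35.3%, against 9.41%. With the Chx library thinned to the depth of Harr, the median per-gene log2 odds ratio was 2.48 over 9946 genes. A loss of CDS reads alone is argued against too: 5′ UTR reads rose by 1.09 on the log2 scale against mitochondrially encoded CDS reads, and by 1.34 (1.33 to 1.35) against reads at 2100 to 6000 nucleotides of long CDSs. This step leans on a reference that may itself shift between libraries, as mt-Rnr2 does against the mitochondrial CDSs.

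Ribosomes held at annotated start codons, and counted in the 5′ UTR because of the 5′-end assignment, may give part of the rise. The median density in Harr was 20.5 times the CDS in segments of 7 to 10 nucleotides next to the start codon, against 1.93 in upstream exons. For segments of 1 to 3 nucleotides it was 1.05 (0 to 5.21), an interval that covers the value of upstream exons. That these ribosomes gave the whole rise is argued against by 3553 genes whose UTRs overlap no CDS and whose upstream exons contain and adjoin no listed start codon. There upstream reads rose from Chx to Harr by 1.00 on the log2 scale against mitochondrially encoded reads (0.96 to 1.03) and by 1.25 against the far part of long CDSs (1.24 to 1.27).

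The rise was not particular to the 5′ UTR. In the same 3553 genes 3′ UTR reads rose by 1.91 against mitochondrially encoded reads, so that upstream exons changed by −0.91 against the 3′ UTR. With genes that overlap a CDS included, the change was 0.71 over 4154 genes, and from WT to Harr it was 0.43 without them. The sign depends on the filter and on the library that Harr is set against. Initiation upstream of the CDS therefore cannot be told apart here from a rise in proportion over both UTRs. A background added at equal density would not give the upstream rise, because even all 3′ UTR signal in Harr was small beside that of upstream exons, which were 45.3 times as dense (85.4 times in Chx). The tables hold no positions within exons, so single uORF starts were not resolved.

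The rise of the Harr to Chx ratio with CDS length may reflect run-off of ribosomes that were elongating when harringtonine was added. A length bias acting on whole genes would leave the ratio flat along a CDS, whereas it was 0.339 at 300 to 600 nucleotides relative to the part from 2100 to 6000. This was also examined in 1216 genes with a CDS of at least 3000 nucleotides and at least 100 reads beyond 2100 nucleotides. The ratio over all of the CDS beyond 2100 nucleotides related to CDS length with a rho of −0.14 (−0.19 to −0.08). For the whole CDS of the same genes it was 0.28 (0.23 to 0.33). The limit on CDS length narrows the range of lengths, which can weaken both relations. If the half-way point of 1207 nucleotides marks how far the last ribosomes moved in 2 min, they advanced 3.35 codons per second (3.0 to 3.80 over resampled genes), or 3.45 with WT as the reference. The delay before harringtonine acts and the time until cycloheximide stops elongation were not measured, so the figure is an apparent rate. At 2100 to 6000 nucleotides the Harr to WT ratio was 0.966 times that of the mitochondrially encoded CDSs, and the Harr to Chx ratio 0.838 times.

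The 5′ UTR:CDS ratio of textbook uORF genes rose less in Harr than that of matched genes. A smaller fall of CDS reads alone is argued against. As shares of all reads, 5′ UTR reads of the list rose by a median of 0.98 on the log2 scale from Chx to Harr, against 1.88 for random lists matched on read number, at percentile 0.01. From WT to Harr they rose by 0.99 against 2.68, at percentile 0. The CDS reads changed by −0.84 and −0.74, at percentiles 24.8 and 28.8. The high 5′ UTR:CDS ratio of the list before harringtonine is a candidate explanation. Among random lists matched on that ratio in WT, a library that enters neither side of the Harr to Chx change, the list was at percentile 15.9, with a median of 1.69 against 2.05 for the random lists. In Harr against WT, matched on the ratio in Chx, it was at percentile 5.18, with 1.80 against 2.54. The list thus lay nearer to the random lists than under matching on read number, and part of the gap remained. Across 10710 genes the ratio in WT and the Harr to Chx change were related with a rho of only −0.05 (−0.07 to −0.04). In 10 classes of genes ordered by the WT ratio, the median change was 2.30 in the lowest class, 2.06 in the highest and up to 2.64 between them. One hypothesis is that ribosomes elongating along uORFs also run off, which the tables cannot separate from fewer initiations.

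Immediate early genes were higher in Chx than in WT although the drug was present for 2 min. The median log2 ratio of the 8 genes was 0.65, against 0.03 for random lists matched on read number and CDS length, at percentile 100, so read number and CDS length do not explain it. In Harr against WT the median was 0.99 against −0.22 for the matched lists, again at percentile 100. Both comparisons share the WT library, so a low level in WT alone would raise both, and a change common to the drug-treated dishes cannot be told apart from it. In Harr against Chx, which leaves WT out, the median was 0.20 against −0.29 for the matched lists, at percentile 97.8. A difference between single pools of dishes cannot be told apart from the treatment, as each treatment has 1 library. RNA levels were not analysed here.

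More reads per nucleotide were found than the allowed read lengths can give. Reads of 25 to 100 nucleotides have 76 lengths, yet a 123-nucleotide CDS segment of Actb on chromosome 5 (142905564 to 142905686) held 43729 reads in Chx, or 356 per nucleotide. Above 76 per nucleotide were 37 CDS segments of at least 50 nucleotides in Chx, 2 in Harr and 26 in WT. Removal of duplicates by mapped position and length alone would not leave such stacks. Removal that also used molecular identifiers could. The study's methods for the ORF search state that the reads carried such identifiers. They do not state whether duplicates were removed with them, and this was not tested. No biological explanation was tested.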
